A study of Homo sapiens with 48 samples. Its data were reported in "Synergy of epidermal growth factor (EGFR) and angiotensin II (AT1R) receptor determines composition and temporal pattern of transcriptome variation" (2021).

How the data were processed

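Poly(A) RNA of a HEK293 clone that stably expresses AT1R was sequenced by the authors in 48 libraries, 6 for each of 8 groups: control, AII (1 nM), EGF (10 µg/L) and AII + EGF, each for 6 h and 24 h in serum-free medium. The authors mapped the reads to the human genome (hg38) with HISAT2, assigned fragments to Ensembl genes with featureCounts and deposited raw counts without normalisation in 1 table. Strandedness and the treatment of reads that map to several places are not stated, so values of overlapping, antisense and paralogous genes are uncertain. Groups were read from the sample labels. Replicate numbers here follow the order of deposition and carry no stated pairing.

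The table listed 60610 genes, of which 44295 had a count. It held no column of counts outside the 48 libraries, and its 37 mitochondrial genes had 0 counts throughout. Library totals averaged 24.5 ± 5.67 M counts (SD, n = 48; 17.8 to 36.2 M). Positions of named genes were taken from RefSeq genes on GRCh38.

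The tests, lists, named-gene rule and most alternatives were fixed before the data were examined. Counts were analysed with edgeR 4.0.16 in R 4.3.3, with filterByExpr by group (19337 genes kept), TMM factors and 1 quasi-likelihood fit over all 48 libraries without covariates. A gene was called at a Benjamini-Hochberg adjusted p under 0.01, a change of at least 1.5-fold and a mean above 5 CPM, in the control libraries for a fall and in the treated libraries for a rise. For interactions and differences between times the highest mean of the 4 groups had to exceed 5 CPM. CPM values were scaled with TMM factors. The SE of an edgeR log2 change was taken as its absolute value divided by the square root of the F value of the quasi-likelihood test. It therefore restates the test and is no separate measure of spread. The comparisons were each stimulus against the control of its time, AII + EGF against EGF and against AII, the interaction of both stimuli at each time, and the difference of each response between 24 h and 6 h.

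Near-identical libraries were sought by a chi-square per degree of freedom between all 1128 pairs of libraries, over genes with at least 100 counts in the pair. The 2 near-identical EGF 6 h libraries counted as 1 sample in CPM means ± SD. They counted as 2 libraries in library totals and in the fits, with a merged fit as an alternative.

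The named genes were, for each comparison against control, the 3 largest rises and the 3 largest falls among called genes whose 6 treated libraries all lay on one side of the 6 controls, and for each interaction the 3 highest and 3 lowest called genes (none was called). Added to these were 3 short lists: the study's SRF targets (6 genes), receptors and ligand (3 genes) and upstream regulators (6 genes, of which 5 could be tested). The lists SRF-TCF immediate-early (23 of 24 genes tested), MRTF-SRF cytoskeletal (29 of 30), AP-1 subunits (13 of 14), MAPK feedback (20 of 20), HIF hypoxia (32 of 33), ATF4 and tRNA charging (40 of 40) and ribosomal proteins (38 of 38) were tested with camera of limma 3.58.1 at a preset correlation of 0.01, in the 6 comparisons against control and the 2 interactions. Overlaps were tested with Fisher's exact test over the tested genes. The slope of joint on single log2 changes was fitted through the origin.

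The steps were tested on simulated data with 200 changed genes among 19337: edgeR recovered 200 (2 false calls), DESeq2 200 (2 false calls) and the interaction test 179 (1 false call), and a comparison without change gave 0 false calls. Camera gave p 6.9e-248 for a simulated changed list and 0.25 for a random list. All simulated genes had the same spread, so these values check the steps and do not measure their power in the present libraries.

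The alternatives were DESeq2 1.42.0, genes called by both tools, RLE factors, the study's filter (at least 1 normalised count in more than 5 libraries, 32496 genes), no filter (44295 genes), an adjusted p under 0.05, no fold minimum, no abundance minimum, only the groups of a comparison in the fit, title runs as a block, merged near-identical EGF 6 h libraries and leaving out each library. For the linear excess, library totals without factors and medians were tried, for the list tests fry and an estimated correlation, and for the slope the genes called under the single stimulus. A further 4 alternatives were chosen after seeing the data: leaving out the 8 libraries of the near-identical pairs, title runs 7 and 8, title runs 5 and 6, or the pairs together with title runs 7 and 8. The merged EGF 6 h pair was also recognised only in the data.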

Results

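HEK293 cells, a human embryonic kidney line, of a clone that stably expresses AT1R, the type 1 receptor of angiotensin II (AII), were the only cells measured. Gene expression was measured by sequencing of poly(A) RNA and is given as fragment counts per Ensembl gene. The cells were incubated for 6 h or 24 h without stimulus (control), with 1 nM AII, with 10 µg/L EGF or with both (AII + EGF), and the labels give 6 libraries to each of the 8 groups. The 48 libraries held 24.5 ± 5.67 M counts (SD, n = 48), from 17.8 to 36.2 M. At 6 h the mean total was 25.8 ± 7.48 M in control, 20.5 ± 3.21 M under AII, 32.3 ± 3.95 M under EGF and 24.3 ± 5.69 M under AII + EGF (SD, n = 6 libraries each). At 24 h it was 23.3 ± 2.4 M, 24.6 ± 6.13 M, 23.7 ± 5.82 M and 21.8 ± 2.17 M in the same order. Of 60610 listed genes, 44295 had a count in at least 1 library and 19337 passed the filter on low counts and were tested. The 37 mitochondrial genes were listed at 0 counts in all 48 libraries.

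Of the 1128 pairs of libraries, 4 differed by less than independent sampling of reads gives. The chi-square per degree of freedom was 0.397 for control 6 h replicate 1 and EGF 24 h replicate 2, 0.401 for EGF 6 h replicate 1 and AII + EGF 6 h replicate 4, 0.455 for EGF 6 h replicates 2 and 6, and 0.505 for control 6 h replicate 2 and AII 24 h replicate 4. Of the other 119 pairs within a group the closest reached 2.02, and the median was 48.9. The closest were AII 6 h replicates 1 and 2 (2.02), EGF 6 h replicates 3 and 4 (3.32) and AII + EGF 24 h replicates 1 and 2 (3.96), each with consecutive sample titles. The labels do not say whether such libraries come from independent cultures. If they do not, SDs and tests that count 6 libraries per group overstate the replication. The near-identical pair within the EGF 6 h group was counted as 1 sample in CPM means ± SD, which have n = 5 for EGF 6 h. The library totals above count each of its libraries. The other 3 near-identical pairs join libraries labelled as different groups. Tests were run on all 48 libraries as designed, and the values without the 8 libraries of the pairs are given where they changed a count by more than 1.5 times. The library labelled AII 6 h replicate 6 lay at 0.85 on a scale from the other AII 6 h libraries (0) to the other AII + EGF 6 h libraries outside the near-identical pairs (1). The library labelled AII + EGF 6 h replicate 6 lay at −0.03 on that scale, which used 399 genes.

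**Figure D1:**
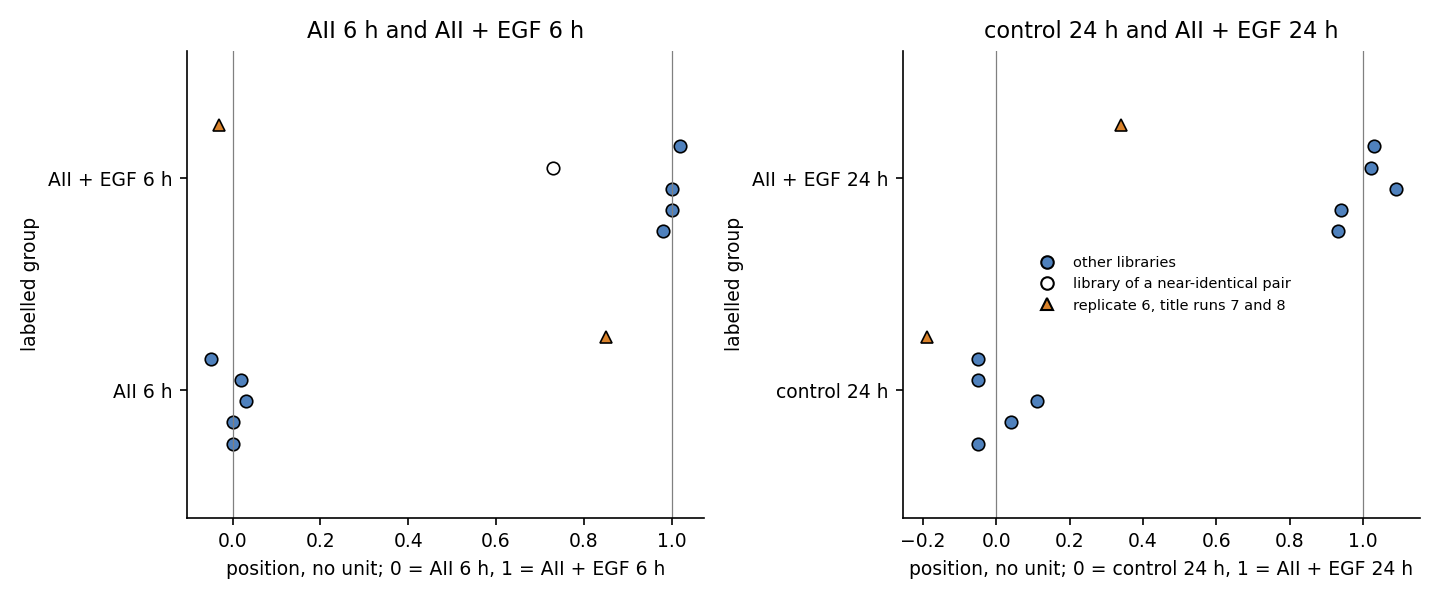
Position of each library between AII (0) and AII + EGF (1) at 6 h and between control (0) and AII + EGF (1) at 24 h, with triangles for the libraries numbered replicate 6 and an open circle for a library of a near-identical pair. The library labelled AII + EGF 24 h replicate 6 lay at 0.34.

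The first question was how many genes each stimulus changed against the control of its time point. A gene was called when edgeR's quasi-likelihood test gave a Benjamini-Hochberg adjusted p under 0.01, the change was at least 1.5-fold and the mean exceeded 5 CPM in the group with the higher expression. At 6 h, 84 genes were called under AII (68 higher, 16 lower), 508 under EGF (301 higher, 207 lower) and 1778 under AII + EGF (868 higher, 910 lower). Among the called genes, 98.8%, 94.5% and 94% were protein coding, in the same order, and 1, 19 and 82 were long non-coding. Which direction prevailed under AII + EGF depended on the scaling, with 971 higher and 821 lower with RLE factors and 979 higher and 838 lower with DESeq2. The alternatives that moved them most were, for AII, a fit with only the 2 groups compared (36 genes), for EGF, leaving out the near-identical pairs, which were recognised only in the data (122 genes, 119 higher and 3 lower), and for AII + EGF, no fold minimum (3624 genes). With the pairs and title runs 7 and 8 both left out, EGF had 382 called genes, of which 253 were among the 508. Without the pairs AII had 71 called genes (68 higher, 3 lower), of which 51 were among the 84. Without AII 6 h replicate 6 the AII count was 48. The prevailing direction under EGF depended on the abundance minimum, without which 394 genes were higher and 427 lower. All 6 treated libraries lay on one side of all 6 control libraries for 74 of the 84 genes under AII, 419 of 508 under EGF and 835 of 1778 under AII + EGF, where unchanged genes give a share of 0.22%. The called genes were chosen by a difference between the same libraries, so these shares describe them and are no independent check. With TMM factors the median log2 change over all tested genes at 6 h was −0.029 under EGF and −0.054 under AII + EGF. On library totals without factors these medians shifted to −0.132 and −0.13.

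**Figure D2:**
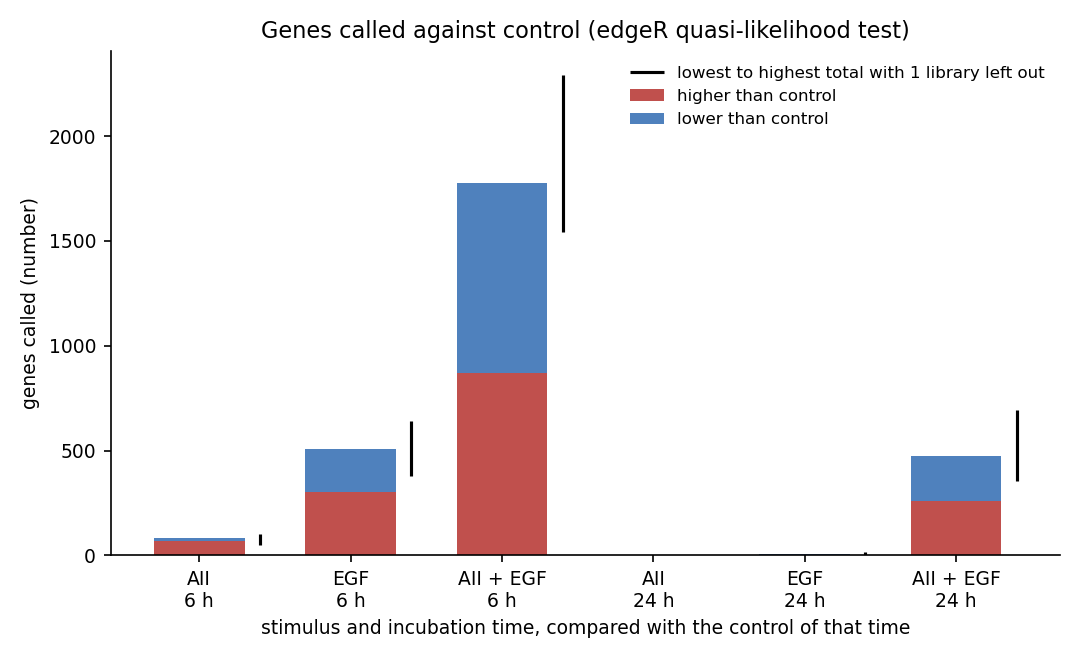
Number of genes called against the control of the same time for each stimulus, with genes higher in red and lower in blue, and a black line from the lowest to the highest total when 1 library of the 2 groups was left out. AII + EGF at 6 h had 1778 called genes, from 1540 to 2292 with 1 library left out, and AII at 24 h had 0.

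At 24 h the counts were 0 under AII (223 genes at an unadjusted p under 0.05), 4 under EGF (3 higher, 1 lower) and 474 under AII + EGF (257 higher, 217 lower). Protein-coding genes made up 85.4% of the AII + EGF calls and 57 of them were long non-coding. Of the 4 genes under EGF, 3 had no overlap between treated and control libraries, as had 263 of the 474 under AII + EGF. The EGF count depended on single libraries and ranged from 1 without control 24 h replicate 1 to 14 without EGF 24 h replicate 2. It was 125 genes under EGF once the near-identical pairs and title runs 7 and 8 were both left out. A title run is a stretch of consecutive sample titles that passes once through the 4 treatments. Runs 7 and 8 hold the libraries numbered replicate 6 here.

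The genes with the largest changes among those without overlap between treated and control libraries are given with log2 changes ± SE and adjusted p-values of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Under AII at 6 h, KCNA1 rose by 5.84 ± 0.66 (adjusted p 3.91e-08), MMP10 by 3.76 ± 0.69 (0.000704) and CGA by 3.3 ± 0.32 (5.32e-10). KCNA1 had at most 4 counts in a control library at 6 h, so its fitted change depends on the prior count, and its mean was 0.0954 ± 0.0551 CPM in control (SD, n = 6) and 5.81 ± 8.08 CPM under AII (n = 6). CGA had 1.24 ± 0.454 CPM in control and 12.2 ± 2.85 CPM under AII (SD, n = 6 each). Without AII 6 h replicate 6, KCNA1 (log2 change 4.64) fell under the abundance minimum and MMP10 (2.81, adjusted p 0.0167) was no longer called. The largest falls by that edgeR test were in SCARA5 (−1.02 ± 0.18, adjusted p 0.000269), HELZ2 (−0.87 ± 0.16) and TLN2 (−0.82 ± 0.15). These 3 falls were not called by edgeR without the near-identical pairs (−0.7, −0.64 and −0.67, adjusted p 0.0222, 0.0356 and 0.0104) or with only the 2 groups in the fit.

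Under EGF at 6 h the largest rises by edgeR's quasi-likelihood test were in ETV5 (4.27 ± 0.57, adjusted p 2.54e-06), ETV4 (4.12 ± 0.74, 0.000178) and GPR50 (3.74 ± 0.41, 4.41e-08). The largest falls by that edgeR test were in FAXDC2 (−1.55 ± 0.24, 3.07e-05), DEPP1 (−1.53 ± 0.29) and TXNIP (−1.5 ± 0.3). Under AII + EGF at 6 h KCNA1 (7.21 ± 0.66, adjusted p 1.16e-10), SERPINB2 (6.57 ± 0.94, 4.88e-07) and MMP10 (5.88 ± 0.72, 3.3e-08) rose most by that edgeR test. FAXDC2 (−2.25 ± 0.26, 1.01e-08), MAP2K6 (−2.23 ± 0.27) and NTHL1 (−1.93 ± 0.28) fell most. SERPINB2 had 0.0968 ± 0.0817 CPM in control and 9.64 ± 5.36 CPM under AII + EGF at 6 h (SD, n = 6 each). Each gene of this paragraph kept its call in the 12 fits that left out 1 library. The log2 change of ETV4 under EGF ranged from 3.82 to 7.05 over these fits. Without the near-identical pairs the EGF falls in FAXDC2 (−1.09), DEPP1 (−1.15) and TXNIP (−0.66) were no longer called by edgeR (adjusted p 0.056, 0.133 and 0.404). The same falls kept their call when the pairs and title runs 7 and 8 were both left out.

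At 24 h under EGF, ETV5 (3.66 ± 0.61, adjusted p 0.00214) and H2BC11 (0.87 ± 0.16, 0.00958) were higher and CYP4F3 (−1.04 ± 0.19, 0.00558) was lower by edgeR's quasi-likelihood test. The other called gene, ANXA1 (0.79 ± 0.12, adjusted p 0.00107), has treated and control libraries that overlap and was named after its values were seen. H2BC11 lost its call in 8 of 12 fits that left out 1 library, with adjusted p-values up to 0.0385, CYP4F3 in 7 (up to 0.0205) and ETV5 in 2 (up to 0.0137, without control 24 h replicate 1 or 5). H2BC11 is a histone gene and CYP4F3 has close paralogues, so their counts are uncertain where reads were split between copies. Under AII + EGF at 24 h, ETV4 (5.98 ± 0.96, adjusted p 2.39e-05), ETV5 (3.62 ± 0.61, 5.12e-05) and ARC (2.97 ± 0.58, 0.000368) rose most by the same edgeR test. Z92544.2 (−1.74 ± 0.31, 0.000112), LINC00680 (−1.73 ± 0.25, 5.97e-06) and CYP4F3 (−1.71 ± 0.19, 4.9e-08) fell most. Z92544.2 and LINC00680 are annotated as a long non-coding RNA and a transcribed pseudogene, and counts of such overlapping or copied genes are uncertain. ETV4 had at most 4 counts in a control library at 24 h, so its fitted change depends on the prior count. ETV4 fell under the abundance minimum without AII + EGF 24 h replicate 2, 3 or 4, and Z92544.2 without control 24 h replicate 6.

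The second question was whether both stimuli together changed genes beyond each stimulus alone. AII + EGF differed from EGF alone in 64 genes at 6 h (46 higher, 18 lower) and 6 genes at 24 h (5 higher, 1 lower). It differed from AII alone in 310 genes at 6 h (194 higher, 116 lower) and 269 at 24 h (139 higher, 130 lower). These counts depended on single libraries. At 6 h the count against EGF ranged from 10 without EGF 6 h replicate 6 to 397 without AII + EGF 6 h replicate 6. It was 11 with the near-identical EGF libraries merged. The count against AII was reached or exceeded in 5 of 100 random splits of its libraries, the real one included. It ranged from 92 without AII 6 h replicate 5 to 779 without AII 6 h replicate 6. At 24 h the count against EGF was between 1 (without EGF 24 h replicate 2, among others) and 38 (without AII + EGF 24 h replicate 6), and the count against AII between 169 (without AII 24 h replicate 6) and 464 (without AII + EGF 24 h replicate 6). With only the 2 groups of a comparison in the fit, 0 genes were called at 6 h against EGF (4387 at an unadjusted p under 0.05) and 0 against AII (3791).

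Of the 84 genes called under AII at 6 h, 77 (91.7%) were also called under AII + EGF, and of the 508 called under EGF, 464 (91.3%) were, all in the same direction. The slope of the joint on the single log2 changes over the shared genes was 1.34 ± 0.04 for AII and 1.31 ± 0.012 for EGF (SE over genes). This SE treats genes as independent replicates, which they are not, and leaves out the variation between libraries. Over all genes called under the single stimulus the slope was 1.29 and 1.26. Across the alternatives the AII slope over the shared genes ranged from 1.25 (without title runs 5 and 6) to 1.62. The 1.62 was found without the near-identical pairs and title runs 7 and 8. The EGF slope over the shared genes ranged from 1.19 (without the pairs) to 1.52 (without the pairs and title runs 7 and 8). Over all genes called under the single stimulus the slope ranged from 1.2 to 1.41 for AII and from 1.18 to 1.51 for EGF. Across the 19337 tested genes, which are not independent replicates, the joint and single changes correlated with r = 0.69 for AII and 0.78 for EGF at 6 h, and with 0.31 and 0.63 at 24 h. The comparisons share control libraries, and simulated groups without any effect against those controls gave r = 0.5 (0.47 to 0.52 over 10 draws). They had 0 shared calls and so give no value for the slope over shared genes. Genes called only under AII + EGF and under neither single stimulus numbered 1278 at 6 h (71.9% of the joint calls) and 470 at 24 h (99.2%). Without the near-identical pairs the counts of the single stimuli summed to 193 at 6 h, and 1449 joint calls (90.2%) were called under neither. With all libraries the counts of the single stimuli summed to 592 at 6 h, and 1314 joint calls (602 higher, 712 lower) were not called under EGF. A call under AII + EGF without a call under EGF does not show that the 2 changes differ, which the comparison of 64 genes above tests. At 24 h all 4 genes called under EGF were also called under AII + EGF.

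The interaction of both stimuli was tested on the log2 scale, where 0 means that the joint fold change equals the product of the single ones. No gene passed at 6 h (901 at an unadjusted p under 0.05) or at 24 h (908), and the same held in each of the 24 fits per time point that left out 1 library. In simulated data with 200 changed genes the same test recovered 89.5% of the interactions among 19337 genes. That simulation gave all genes the same spread, changed only genes above a minimum of expression and held no near-identical or doubtfully labelled library. The 89.5% therefore checks the steps and does not measure the power to find interactions in the present libraries. The alternative that moved this result most left out both the near-identical pairs and title runs 7 and 8, under which 91 genes were called at 6 h (45 higher, 46 lower) and 1 at 24 h.

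The study's 6 SRF target genes are ARC (ENSG00000198576, chromosome 8, 142611049 to 142614479), EGR1 (ENSG00000120738, chromosome 5, 138465479 to 138469303), EGR2 (ENSG00000122877, chromosome 10, 62811996 to 62819167), EGR3 (ENSG00000179388, chromosome 8, 22687659 to 22693480), FOS (ENSG00000170345, chromosome 14, 75278828 to 75282230) and TGFB1 (ENSG00000105329, chromosome 19, 41330323 to 41353922), with positions on GRCh38. ARC had 7.14 ± 2.92 CPM in control (SD, n = 6), 21.3 ± 33 CPM under AII (n = 6), 51.8 ± 53.6 CPM under EGF (n = 5) and 189 ± 98.6 CPM under AII + EGF (n = 6) at 6 h. At 24 h ARC had 5.55 ± 0.785, 6.88 ± 1.31, 16.7 ± 5.9 and 43.4 ± 17.2 CPM in the same order (SD, n = 6 each). EGR1 had 7.45 ± 2.98, 12.6 ± 13.5, 109 ± 38.2 and 178 ± 95.4 CPM at 6 h and 7.34 ± 0.716, 7.65 ± 1.53, 23.6 ± 11.4 and 22.4 ± 9.71 CPM at 24 h. The AII mean of ARC at 6 h rests on the library labelled AII 6 h replicate 6 with 88.6 CPM, the other 5 being at most 9.47 CPM.

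**Figure D3:**
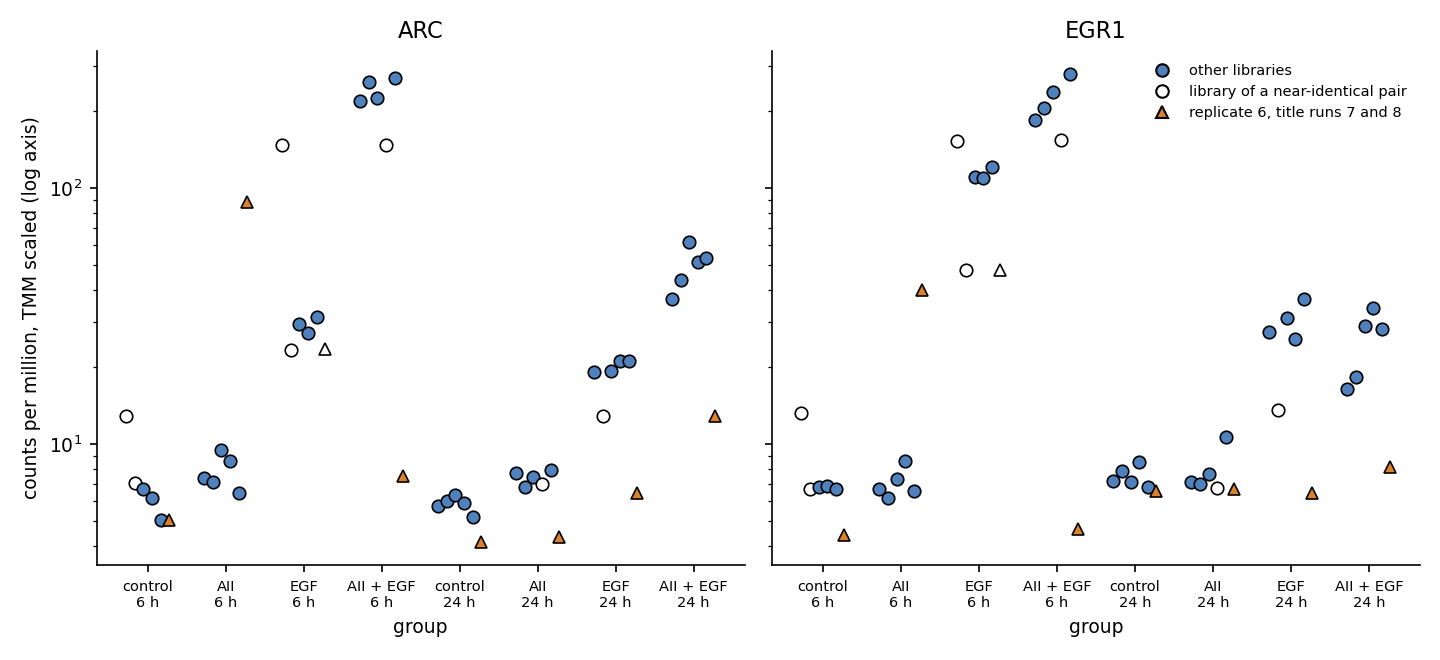
Expression of ARC and EGR1 in each library (log axis, CPM with TMM scaling) by group, with open symbols for libraries of a near-identical pair and triangles for the libraries numbered replicate 6. ARC reached 88.6 CPM in the library labelled AII 6 h replicate 6 and 7.51 CPM in the library labelled AII + EGF 6 h replicate 6, against a control mean of 7.14 CPM.

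By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, ARC changed by 1.55 ± 0.56 under AII (adjusted p 0.112), 2.71 ± 0.57 under EGF (0.00103) and 4.7 ± 0.62 under AII + EGF (1.15e-07) at 6 h (log2 ± SE). EGR1 changed by 0.73 ± 0.49 (adjusted p 0.439), 3.71 ± 0.51 (4.58e-06) and 4.57 ± 0.53 (1.58e-08) in the same order. EGR2, EGR3, FOS and TGFB1 were also called under AII + EGF at 6 h, with log2 changes of 3.46, 4.21, 1.68 and 2.08. Under EGF at 6 h EGR3 (2.83) and TGFB1 (1.91) were called, EGR2 (2.21) stayed under the abundance minimum and FOS (1.07, adjusted p 0.0344) did not pass. The ARC call under EGF was lost in the edgeR test without EGF 6 h replicate 1 (log2 change 1.9, adjusted p 0.014) and without the near-identical pairs (2.37, 0.0683). At 24 h under AII + EGF only ARC of the 6 genes was called, and EGR1 (1.61, adjusted p 0.0188) passed without AII + EGF 24 h replicate 6 (1.78, 0.0083). By the same edgeR test the log2 interaction at 6 h was 0.45 ± 0.76 for ARC, 0.12 ± 0.66 for EGR1, 0.45 ± 0.57 for EGR2, −0.14 ± 0.59 for EGR3, 0.45 ± 0.5 for FOS and −0.6 ± 0.48 for TGFB1, each with an adjusted p of 0.956 or more. Without the near-identical pairs and title runs 7 and 8 the ARC interaction at 6 h was 2.68 (adjusted p 6.53e-11 by edgeR), and in the other 8 alternatives tried for named genes its adjusted p by edgeR or DESeq2 ranged from 0.0328 (2.1, without title runs 7 and 8) to 1.

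On the linear scale, the excess of the joint mean over the sum of the separate effects was 123 ± 48.8 CPM for ARC, 64.8 ± 42.9 CPM for EGR1, 3.21 ± 1.52 CPM for EGR2, 17.5 ± 8.61 CPM for EGR3, 2.85 ± 2.07 CPM for FOS and −4.36 ± 13.1 CPM for TGFB1 at 6 h (± SE from the 4 group variances, no p-value). Of these, the excess of ARC, EGR2 and EGR3 was at least 2 times its SE. At 24 h the excess was 25.4 ± 7.46 CPM for ARC, 17.7 ± 9.39 CPM for TGFB1 and within 1 SE of 0 for EGR1, EGR2, EGR3 and FOS. The alternative that moved the ARC value at 6 h most left out the near-identical pairs and title runs 7 and 8 and gave 213 ± 12.7 CPM.

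The genes of the receptors and of a ligand were AGTR1 (ENSG00000144891, chromosome 3, 148697903 to 148743003), EGFR (ENSG00000146648, chromosome 7, 55019017 to 55211628) and HBEGF (ENSG00000113070, chromosome 5, 140332843 to 140346603). AGTR1, which the clone carries as a transgene, had 4840 ± 996 CPM in control, 6270 ± 856 CPM under AII, 5260 ± 928 CPM under EGF (n = 5) and 8730 ± 1830 CPM under AII + EGF at 6 h (SD, otherwise n = 6), and the counts do not separate the transgene from the cell's own gene. At 24 h the means were 7430 ± 1770, 7300 ± 1480, 8890 ± 1840 and 13200 ± 2580 CPM. AGTR1 was called under AII + EGF at 6 h (0.85 ± 0.17, adjusted p 8.82e-05) and 24 h (0.83 ± 0.17, 0.000508) by edgeR's quasi-likelihood test. EGFR (0.88 ± 0.15, adjusted p 1e-05) and HBEGF (1.19 ± 0.18, 1.94e-06) were called under AII + EGF at 6 h by the same test. EGFR under EGF at 6 h (0.48 ± 0.15, adjusted p 0.021) passed without control 6 h replicate 2 (0.59, 0.00923) and without the near-identical pairs and title runs 7 and 8 (0.69, 0.000498). Of the upstream regulators SRF, ELK1, MRTFA, MRTFB and JUN, none was called against control, and JUN under AII + EGF at 24 h (0.43 ± 0.088, adjusted p 0.000669) stayed under the 1.5-fold minimum. MYOCD had at most 3 counts in any library and was not tested.

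Over the 14 tested genes of these 3 short lists, an adjusted p under 0.01 was reached in edgeR's test by 9 genes adjusted over the list alone and 9 over all genes under AII + EGF at 6 h, by 7 and 5 under EGF, and by 2 and 0 under AII (14 genes tested each). At 24 h the counts were 4 and 3 under AII + EGF, 0 and 0 under EGF and 0 and 0 under AII. For the interaction at 6 h they were 1 (JUN, 0.52 ± 0.12, adjusted over the list alone 0.0021, over all genes 0.234) and 0. The SRF targets were taken from the study, which had measured them in these samples, so the counts adjusted over the list alone are not independent evidence.

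The third question was whether responses at 6 h and 24 h involve the same genes. Under AII + EGF 140 genes were called at both times, which is 29.5% of the 24 h calls, against 43.6 given by chance (Fisher's exact test, one-sided, p 1.83e-37). The chance values here are over all 19337 tested genes, some of which lie under the abundance minimum and could not be called at either time, so they are too low and the p-values too small by an amount that was not measured. Of these, 101 (72.1%) changed in the same direction. Under EGF 1 gene of the 4 called at 24 h (25%) was also called at 6 h, against 0.105 by chance (Fisher's exact test p 0.101). This share ranged from 4.76% without the near-identical pairs (1 of 21) to 43.3% without title runs 7 and 8 (13 of 30). Under AII no gene was called at 24 h (223 at an unadjusted p under 0.05). Tested directly, the response at 24 h differed from that at 6 h in 20 genes for AII (1 higher, 19 lower), 181 for EGF (84 higher, 97 lower) and 1892 for AII + EGF (1038 higher, 854 lower). The AII count fell to 12 without AII 6 h replicate 4, and the EGF count ranged from 56 without control 6 h replicate 1 to 314 without control 6 h replicate 3. Without the near-identical pairs 1 gene was left for EGF. Without the pairs and title runs 7 and 8 the EGF count was 260, with 92 of them among the 181. For AII + EGF, the 24 h response was lower than the 6 h response by edgeR's quasi-likelihood test in EGR1 (−2.96 ± 0.68, adjusted p 0.00108), EGR2 (−2.49 ± 0.58), EGR3 (−2.96 ± 0.63), FOS (−2.04 ± 0.51) and EGFR (−0.93 ± 0.21). For ARC the difference was −1.74 ± 0.78 (adjusted p 0.0961).

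The fourth question was which pathways of the study moved as lists, tested with camera at a preset inter-gene correlation of 0.01 in 56 tests (7 lists in 8 comparisons), adjusted over the 56 tests by Benjamini-Hochberg. The study had named some of these pathways from enrichment in the same samples, such as tRNA charging and ATF4 under AII at 6 h and low oxygen under AII + EGF. For such pathways the list tests are not independent evidence. Of the 56 tests 27 passed an adjusted p of 0.01, 14 of these also passed with fry, and only the ATF4 and tRNA charging list under AII at 6 h and under EGF at 24 h also passed with an estimated correlation. Under AII + EGF at 6 h the median log2 change was 1.33 for MAPK feedback genes (18 of 20 higher, adjusted p 2.55e-11), 0.95 for AP-1 subunits (11 of 13, 3.84e-06) and 0.87 for SRF-TCF immediate-early genes (20 of 23, 2.42e-11) by camera. In the same comparison it was 0.58 for HIF hypoxia genes (26 of 32, 6.51e-08), 0.39 for ATF4 and tRNA charging genes (31 of 40, 5.15e-09) and 0.26 for MRTF-SRF cytoskeletal genes (21 of 29, 0.0032), and all 6 also passed with fry. The ribosomal protein list, a comparison list, had a median of −0.17 in that comparison (2 of 38 higher, adjusted p 0.137) and passed under EGF at 24 h (−0.15, 0 of 38 higher, 0.00271), where fry gave 0.66. The ATF4 and tRNA charging list had a median of 0.31 under AII at 6 h (34 of 40 higher, adjusted p 7.63e-25) and 0.27 under EGF at 24 h (38 of 40, 1.82e-23). Under AII at 24 h no list passed. Of the interactions, SRF-TCF (0.18, 19 of 23 higher, adjusted p 0.000906) and AP-1 (0.33, 10 of 13 higher, 0.00153) were higher at 6 h by camera. ATF4 (−0.19, 8 of 40 higher, 2.12e-07) and ribosomal proteins (−0.17, 2 of 38 higher, 0.00368) were lower at 6 h, and MRTF-SRF (0.14, 23 of 29 higher, 0.00368) was higher at 24 h. None of these 5 passed with fry. Without the near-identical pairs 29 tests passed camera, 24 of them in common. The 3 lost were the ribosomal list under EGF at 24 h (adjusted p 0.12), its interaction at 6 h (0.187) and the MRTF-SRF interaction at 24 h (0.0169). The 5 gained by camera were the ribosomal list under AII at 6 h (−0.22, 0 of 38 higher, adjusted p 6.68e-06), the MRTF-SRF list under EGF at 6 h (0.26, 24 of 29 higher, 5.15e-05), the SRF-TCF list under EGF at 24 h (0.12, 16 of 23 higher, 0.00845) and lower interactions at 6 h of the HIF list (−0.24, 4 of 32 higher, adjusted p 5.48e-05) and the MRTF-SRF list (−0.25, 9 of 29 higher, 0.00107).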

Values the study reported

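The study states 5 replicates per condition. At 6 h it counts 117 genes up and 69 down under AII, 381 up and 277 down under EGF, and 907 up and 869 down under AII + EGF. Of the genes regulated by both stimuli together at 6 h, it lists 579 up and 613 down that EGF alone did not regulate. At 24 h it gives 363 up and 233 down under AII + EGF, 29 regulated genes under EGF and 0 under AII. It gives a slope between 1.2 and 1.5 for joint against single fold changes, and describes over 90% of the regulated genes as protein coding. It puts the share of 24 h genes already regulated at 6 h at about 10% for EGF and about 30% for both stimuli.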

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

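Each test named in this part was chosen only after the result was seen.

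Values far from the rest of their group were sought in 120 groups of libraries (totals and CPM of short-list genes), where chance gives about 6, and 21 values in 12 libraries were found. The library labelled AII 6 h replicate 6 held 7 of them, all high: ARC 88.6, EGR1 40.1, EGR2 2.7, EGR3 18.2, TGFB1 48.6, AGTR1 7980 and HBEGF 6.13 CPM. The library labelled AII + EGF 6 h replicate 6 was low in TGFB1 (8.97 CPM) and EGFR (21.3 CPM). Both belong to title run 7. Over 399 genes that separate AII from AII + EGF in the other title runs, the library labelled AII lay at 0.85, near the AII + EGF end (4 others outside the near-identical pairs 0.98 to 1.02, the library of a pair 0.73), and the library labelled AII + EGF at −0.03, among the AII libraries (others −0.05 to 0.03). These values could come from exchanged labels of the 2 libraries. A weaker response of the whole title run is argued against by the position of 0.85, since it would leave the library labelled AII at or under its group. The labels were kept in all tests, no biological explanation was tested, and any direction drawn from these 2 libraries rests on labels in doubt.

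The library labelled AII + EGF 24 h replicate 6 was low in AGTR1 (8130 CPM). Over 114 genes that separate AII + EGF from control at 24 h it lay at 0.34, where the other AII + EGF libraries lay at 0.93 to 1.09. No other library of title run 8 lay above 0.11, which argues against exchanged labels within the run, and its total of 24.9 M was the highest of its group, which argues against a small library. The library labelled EGF 24 h replicate 6, which received no AII, also lay low, at 0.05 on 9 genes (4 others outside the near-identical pairs 0.96 to 1.06, the library of a pair 0.53), which argues against less AT1R transcript as the sole cause. A weaker response to EGF in title run 8 could give both values, 0.34 and 0.05. The control of that run also lay low, at −0.19 on the 114 genes and −0.12 on the 9 genes. A shifted level of the whole run may therefore account for part of both values. With 1 control library in the run, such a shift cannot be separated from variation of that library. No biological explanation was tested.

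Of the near-identical libraries, control 6 h replicate 1 was high in ARC (12.9 CPM) and EGR1 (13.2 CPM), EGF 6 h replicate 1 in ARC (148 CPM) and EGR3 (29 CPM), and the totals of EGF 24 h replicate 2 (34.7 M) and AII + EGF 6 h replicate 4 (35.2 M) were far above their groups. These 4 CPM values lay between the mean of the library's own group and the mean of its partner's group. The remaining values were ARC 4.34 CPM in AII 24 h replicate 6 and FOS 1.25 CPM in control 24 h replicate 6, both low and both in title run 8, a total of 26.5 M in AII 6 h replicate 5, EGR1 10.7 CPM in AII 24 h replicate 5 and EGR2 0.16 CPM in control 6 h replicate 5. For these 5 no explanation was tested, and about 6 such values are given by chance.

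The response at 24 h differed from the response at 6 h in 20 genes for AII, 181 for EGF and 1892 for AII + EGF by a direct test (edgeR quasi-likelihood). This direct test was fixed beforehand, an exception to the opening of this part. In 100 splits of the libraries drawn within each time, the real one included, 2, 1 and 1 of the 100 splits gave as many genes, in the same order. These splits remove the response at both times, so they do not test whether responses of equal size give such counts. Among short-list genes the AII + EGF response was lower at 24 h in EGR1 (−2.96), EGR2 (−2.49), EGR3 (−2.96), FOS (−2.04) and EGFR (−0.93). Each title run belongs to 1 time and holds libraries of all 4 treatments, so responses can be compared within runs. With title runs as a block the direct test called 44 genes for AII, 697 for EGF and 2384 for AII + EGF. These counts argue against a shift in level of whole runs as the source, but the block fit keeps the near-identical pairs. Some of these pairs join a control 6 h library with a 24 h library. Without the pairs the direct test called 14 genes for AII, 1 for EGF and 1299 for AII + EGF. Without the pairs and title runs 7 and 8 it called 52, 260 and 2221, in the same order. How far the pairs shape the EGF count therefore stays open. A difference in handling shared by all runs of 1 time cannot be separated from the duration of the stimulus. Duration stays open as the biological explanation that the design names.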

How the results depend on the processing

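The alternatives that leave out near-identical pairs or title runs, and the tests based on them, were chosen only after the result was seen. Counts are of called genes, and where a count moved by more than 1.5 times the cause was not tested unless stated.

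RLE factors and the requirement of both tools moved no count by more than 1.5 times. Library totals without factors and medians moved no linear excess by more than 1 SD between libraries. With medians the excess at 6 h was nonetheless 191 CPM for ARC (123 with means), 31.2 CPM for EGR3 (17.5) and 8.18 CPM for TGFB1 (−4.36, the other sign). For EGR1 at 24 h it was −3.25 CPM with medians and −2.37 CPM on library totals (−1.48). With DESeq2 the counts were 129 for AII 6 h (84 in the report), 14 for EGF 24 h (4), 121 for AII + EGF against EGF 6 h (64), 18 at 24 h (6), 46 for the time difference of AII (20) and 415 of EGF (181), with 2 genes shared between the times for EGF (1) and 119 and 13 genes shared by single and joint stimulation for AII 6 h (77) and EGF 24 h (4). With an adjusted p under 0.05 they were 170, 14, 200, 18, 44 and 693 in the same order, 489 for AII + EGF against AII 6 h (310), and 2, 159 and 13 shared genes, as the looser threshold requires. Without the fold minimum 132 genes were called for AII 6 h, 1000 for EGF 6 h (508), 3624 for AII + EGF 6 h (1778), 1015 for AII + EGF 24 h (474), 105 and 506 for AII + EGF against EGF and AII 6 h and 557 against AII 24 h (269). Without the abundance minimum 821, 2744 and 849 were called for EGF 6 h, AII + EGF 6 h and AII + EGF 24 h, and 493 for AII + EGF against AII 24 h. These rises follow from the looser rules.

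With more genes tested, the study's filter gave 33 and 3 genes for AII + EGF against EGF at 6 h and 24 h and 113 for the time difference of EGF, and no filter 2 at 24 h and 115. With only the groups of the comparison, and so fewer libraries for the spread, the counts were 36 for AII 6 h (36 higher, 0 lower; 68 and 16 in the report), 1 for EGF 24 h, 0 and 0 for AII + EGF against EGF and AII 6 h (4387 and 3791 at an unadjusted p under 0.05), 3 against EGF 24 h, and 13 and 297 for the time differences of AII and EGF. Merging the near-identical EGF 6 h libraries gave 11 genes for AII + EGF against EGF 6 h (11 higher, 0 lower) and 99 for the time difference of EGF. Of the 27 list tests under 0.01, 2 stayed with an estimated correlation and 14 with fry.

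Labels give no shared pairing, and title runs were tried as a block. Libraries of 1 run and different groups had a median correlation of deviations of 0.097 at 6 h (29 of 60 pairs above 0.1) and 0.29 at 24 h (48 of 60). The medians were 0.028 (8 of 31) and 0.34 (45 of 48) once the near-identical pairs were left out. Most libraries of 1 run thus deviated together at 24 h, but not every pair exceeded 0.1, the condition for taking the numbers as pairs, so the fit without a block was kept and the 24 h counts depend on this choice. The block gave 127 genes for AII 6 h (86 higher, 41 lower), 26 for EGF 24 h, 173 and 34 for AII + EGF against EGF at 6 h and 24 h, 435 against AII 24 h, 2 for the interaction at 6 h (0), and 44 and 697 for the time differences of AII and EGF. It moved no other count by more than 1.5 times.

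Without the near-identical pairs 122 genes were called for EGF 6 h (119 higher, 3 lower), 21 for EGF 24 h, 34 and 1 for AII + EGF against EGF at 6 h and 24 h and 1 for the time difference of EGF, with 111 and 19 genes shared with joint stimulation for EGF at 6 h and 24 h. Without title runs 7 and 8 the counts were 30 for EGF 24 h, 373 and 1301 for AII + EGF against EGF and AII 6 h, 50 and 455 at 24 h, 4 for the interaction at 6 h and 520 for the time difference of EGF, with 13 and 252 genes shared between times for EGF and AII + EGF and 29 shared with joint stimulation for EGF 24 h. Without the pairs and title runs 7 and 8 they were 125 for EGF 24 h, 755 for AII + EGF 24 h, 669, 1559, 52 and 433 for the comparisons of AII + EGF with EGF and AII at 6 h and then 24 h, 91 (45 higher, 46 lower) and 1 for the interactions, and 52 for the time difference of AII, with 40 and 283 shared between times and 117 shared with joint stimulation for EGF 24 h. Without title runs 5 and 6, an equal number of libraries, they were 0 for EGF 24 h (1667 at an unadjusted p under 0.05), 241 for AII + EGF 24 h, 1, 1, 1 and 104 for the same 4 comparisons, and 8, 8 and 1246 for the time differences of AII, EGF and AII + EGF, with 0 and 62 shared between times and 0 shared with joint stimulation for EGF 24 h.

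Leaving out 1 library at a time gave, over 12 fits each, 48 to 100 genes for AII 6 h, 377 to 643 for EGF 6 h, 1540 to 2292 for AII + EGF 6 h, 0 to 0 for AII 24 h, 1 to 14 for EGF 24 h, 353 to 693 for AII + EGF 24 h, 10 to 397 and 92 to 779 for AII + EGF against EGF and AII at 6 h, and 1 to 38 and 169 to 464 at 24 h. Over 24 fits each it gave 0 to 0 for both interactions and 12 to 21, 56 to 314 and 1554 to 2386 for the time differences of AII, EGF and AII + EGF. Of the 41 calls of named genes, 8 were lost in at least 1 of these fits. In the other alternatives, calls were lost for KCNA1 and MMP10 (AII 6 h) and Z92544.2 (AII + EGF 24 h) without title runs 7 and 8, with or without the pairs, and for HELZ2 (AII 6 h) without both. ETV5, H2BC11 and CYP4F3 (EGF 24 h) were lost without title runs 5 and 6, H2BC11 with merged libraries, and H2BC11, CYP4F3 and AGTR1 (AII + EGF 24 h) with only the groups of the comparison. SCARA5, HELZ2 and TLN2 (AII 6 h) were lost there and without the pairs, and ARC, FAXDC2, DEPP1 and TXNIP (EGF 6 h) without the pairs. Calls were gained without title runs 7 and 8 for FOS (EGF 6 h), ARC and EGR1 (EGF 24 h) and EGR1, EGR3 and TGFB1 (AII + EGF 24 h), 6 against 3 lost. Leaving out the pairs as well gained these 6 and EGFR (EGF 6 h), EGR3 (EGF 24 h) and the ARC interaction at 6 h, 9 against 4 lost. FOS (EGF 6 h) was also gained with the block, EGR1 (AII + EGF 24 h) with DESeq2, and EGR1 and EGR3 (AII + EGF 24 h) with only the groups of the comparison.

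Some log2 changes of short-list genes changed sign, none of them past the threshold with either sign. Without title runs 7 and 8 these were EGR1 −0.2, FOS −0.07, HBEGF −0.23 and SRF 0.01 for AII 6 h, JUN 0.1 for AII + EGF 6 h, ELK1 0.01 and MRTFA 0.04 for AII 24 h, SRF 0.07, ELK1 0.04 and MRTFA 0.05 for EGF 24 h, SRF 0.04 for AII + EGF 24 h, and EGR3 0.92 and TGFB1 0.05 for the interaction at 6 h. Without the pairs and title runs 7 and 8 they were HBEGF −0.21 (AII 6 h), JUN 0.2 (AII + EGF 6 h), AGTR1 0.04 (AII 24 h), ELK1 0.04 and MRTFA 0.02 (EGF 24 h), SRF 0.04 (AII + EGF 24 h), EGR3 0.96 (interaction 6 h) and EGR2 −0.27 (interaction 24 h). Without title runs 5 and 6 they were MRTFA −0.01 (AII 6 h), EGR1 −0.08, AGTR1 0.05 and SRF −0.02 (AII 24 h), MRTFB −0.01 (EGF 24 h), ELK1 −0.02 (AII + EGF 24 h) and EGR1 −0.09 and 0.11 (interactions at 6 h and 24 h). Without the pairs they were JUN 0.03 (AII + EGF 6 h), TGFB1 0.01 and AGTR1 0.05 (AII 24 h), MRTFB −0.02 (EGF 24 h), EGR1 −0.33 and FOS −0.23 (interaction 6 h) and EGR2 −0.17 (interaction 24 h). JUN was 0.01 for AII + EGF 6 h with DESeq2 and with RLE factors, TGFB1 0.04 for AII 24 h with the block, and EGR1 −0.02 for the interaction at 6 h with merged libraries.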

Other observations

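Each test named in this part was chosen only after the result was seen.

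For each count of called genes, 100 splits of the same libraries into groups of the same sizes were fitted, the real one included. The splits treat all libraries as independent, which the labels do not state. At 6 h 1 of the 100 splits gave as many genes as AII against control (84), 1 as EGF (508) and 1 as AII + EGF (1778), and the highest count of another split was 6, 145 and 1520. At 24 h 1 of the 100 splits gave as many genes as EGF (4) and 1 as AII + EGF (474), with 1 and 139 as the highest of another split. For AII + EGF against EGF it was 2 of the 100 splits at 6 h (64 genes) and 2 at 24 h (6 genes), and against AII 5 at 6 h (310 genes) and 1 at 24 h (269 genes). Where 0 genes were called, for AII at 24 h and for both interactions (223, 901 and 908 genes at an unadjusted p under 0.05), 100 of the 100 splits count as large by construction. For AII + EGF against AII at 6 h another split called up to 1236 genes, and the median other split called 0. Its libraries include the 2 whose labels are in doubt, so a split that exchanges them is not a split without effect, and the 5 of 100 do not decide whether random division reaches 310 genes. Splits of the first against the last titles called 0 genes in all 10 comparisons of 2 groups.

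The near-identical pairs held different counts in 22883 to 24395 genes each, so they are not copies of 1 column. Independent reads of 1 library would give a chi-square per degree of freedom near 1, and the highest of the 4 pairs was 0.505, which argues against 1 library sequenced again. Over 679 genes that separate the 2 labelled groups, the pair of control 6 h replicate 1 and EGF 24 h replicate 2 lay at a weight of 0.64 of the second group, outside the other libraries of both groups (up to 0.047 and from 0.87). The pair of EGF 6 h replicate 1 and AII + EGF 6 h replicate 4 lay at 0.49 over 136 genes (others up to 0.035 and from 0.92). Both values argue against a library of 1 group deposited under both labels and are consistent with a mixture of both labelled samples. For the pair of control 6 h replicate 2 and AII 24 h replicate 4 the weight was 0.53 over 546 genes, with other libraries up to 0.039 and from 0.62, and its quartiles of 0.42 and 0.64 reach that range, so the 2 explanations cannot be told apart there. No biological explanation was tested.

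The 8 libraries of the pairs had a median total of 35.6 M against 21.7 M in the other 40 (17.8 to 30 M), and a median of 2.1% of counts on processed pseudogenes (1.89 to 2.26%) against 1.19% (0.986 to 1.63%). Deeper sequencing of the same kind of library would leave that share unchanged, so the 2.1% argues against it. Whether mates were counted singly in these libraries stays open at a median total of 35.6 M, since the counts do not record mates. No biological explanation was tested.

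Without the near-identical pairs and title runs 7 and 8 the interaction test called 91 genes at 6 h and 1 at 24 h, where the full set called 0 (901 and 908 genes at an unadjusted p under 0.05). Leaving out title runs 5 and 6, as many libraries as runs 7 and 8, called 0 at both times (755 and 894 at an unadjusted p under 0.05). The difference may come from the libraries in doubt, since 91 genes appeared only when both kinds were left out and 4 or fewer when 1 kind was, but the libraries were chosen for their values and the same data cannot test that choice. In the same 91-gene setting the linear excess at 6 h was 213 ± 12.7 CPM for ARC, 114 ± 20.7 CPM for EGR1, 5.49 ± 0.635 CPM for EGR2, 32.1 ± 0.876 CPM for EGR3, 4.31 ± 1.14 CPM for FOS and 13.4 ± 4.4 CPM for TGFB1 (± SE).

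XIST, singled out after its values were seen, ranged from 502 to 8240 CPM among the 6 control 24 h libraries and from 502 to 9830 CPM among the 40 libraries outside the pairs. Across 8194 genes with a transcript length, the correlation of a gene with XIST rose with its transcript length (Spearman rho 0.63), and genes are not independent replicates. A difference in transcript length bias between libraries could therefore contribute, XIST being a long transcript. With length and GC trends removed, the median of chromosome X was −0.1, and 5 autosomes lay lower. Dosage of the X chromosome stays open, since chromosome X lay at the low end but within the spread of the autosomes. The design names no biological explanation and none was tested.

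AGTR1 was higher under AII + EGF than in control in 8 of 8 title runs (1.4 to 2.31 times), which argues against a difference between title runs as the source. On library totals without factors its log2 ratio was 0.81 at 24 h and 0.76 at 6 h, which argues against scaling. AGTR1 took 0.391 to 1.6% of the counts of a library and ranked 3 by mean CPM in the controls. A response of the vector that carries the AT1R sequence and a response of the cell's own gene cannot be told apart, because the counts do not separate the copies.

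The comparisons of this paragraph were fixed beforehand, an exception to the opening of this part. The settings that leave out libraries were not. Of AII at 6 h, 68 genes were called higher and 16 lower. Both counts were lower than the study's. Without title runs 7 and 8, which leaves 5 libraries per group, they were 55 and 23. For EGF at 24 h 4 genes were called. The study's count was higher. The count was 30 without title runs 7 and 8, 0 without title runs 5 and 6 (1667 at an unadjusted p under 0.05), which also leaves 5 libraries per group, and 125 without the pairs and title runs 7 and 8. The study's count lies within that range, and the labels do not say which libraries the study used. Of the EGF calls at 24 h 25% (1 of 4) were also called at 6 h. The study's share was lower. The share found here was 4.76% (1 of 21) without the near-identical pairs. It was 43.3% (13 of 30) without title runs 7 and 8 and 32% (40 of 125) without the pairs and title runs 7 and 8. The study's share is higher than 4.76% and lower than the other values, so the direction of the difference depends on the libraries kept.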
